# Transcriptome analysis of different life-history stages and screening of male-biased genes in *Daphnia sinensis*

**DOI:** 10.1186/s12864-022-08824-x

**Published:** 2022-08-13

**Authors:** Ziyan Wang, Feiyun Zhang, Qide Jin, Yeping Wang, Wenping Wang, Daogui Deng

**Keywords:** *Daphnia*, Life-history stages, Transcriptome, Male-biased genes, Differentially expressed genes

## Abstract

**Background:**

In the life history of *Daphnia*, the reproductive mode of parthenogenesis and sexual reproduction alternate in aquatic ecosystem, which are often affected by environmental and genetic factors. Recently, the sex-biased genes are of great significance for clarifying the origin and evolution of reproductive transformation and the molecular regulation mechanism of sex determination in *Daphnia*. Although some genes on reproductive transition of *Daphnia* had been researched, molecular mechanism on the maintenance of sexually dimorphic phenotypes of *Daphnia* are still not well known, including differentially expressed genes in different life-history stages.

**Results:**

In this study, four life-history stages of *Daphnia sinensis*, juvenile female (JF), parthenogenetic female (PF), sexual female (SF) and male (M), were performed for transcriptome, and male-biased genes were screened. A total of 110437 transcripts were obtained and assembled into 22996 unigenes. In the four life-history stages (JF, PF, SF and M), the number of unique unigenes is respectively 2863, 445, 437 and 586, and the number of common unigenes is 9708. The differentially expressed genes (DEGs) between male and other three female stages (M vs JF, M vs PF and M vs SF) were 4570, 4358 and 2855, respectively. GO gene enrichment analysis showed that the up-regulated genes in male were mainly enriched in hydrolase activity and peptidase activity. Thirty-six genes in male were significantly higher expression than in the three female stages, including one *Doublesex* (*Dsx*) gene, one laminin gene, five trypsin genes and one serine protease genes, and one chitin synthase gene and two chitinase genes.

**Conclusions:**

Our results showed that thirty-six candidate genes may be as the male-biased genes involving in the maintenance of sexually dimorphic phenotypes. This work will provide a reference for further exploring the functional genes related to sex differentiation in *Daphnia* species. Moreover, according to previous investigations, we thought that the expression level of functional genes may be related to the life-history stages of organisms, and may be also affected by different *Daphnia* species.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12864-022-08824-x.

## Background

The phenotypes of male and female individuals for one species usually show difference greatly [1]. This difference is often driven by genes on the sex chromosome, which showed a particularly strong sex bias expression tendency [2, 3]. Sex-biased genes of male and female fundamentally lead to the difference between male and female phenotypes [4]. Therefore, the sex-biased genes are great significance to clarify the origin and evolution of reproductive transformation and molecular regulation mechanism of sex differentiation.

In the life history of *Daphnia*, parthenogenesis and sexual reproduction often alternate in aquatic ecosystem, which is affected by environmental (e.g. food, predation, photoperiod) and genetic (e.g. genotype) factors together [5]. Under suitable environmental conditions, they only produce female offspring by parthenogenesis. However, when environmental conditions deteriorate (such as fish predation, food shortage and higher population density), *Daphnia* species will transfer from parthenogenesis to sexual reproduction, producing male and sexual female, and then mate and fertilize, forming resting eggs [6–9]. Resting eggs can survive in lake sediments for several decades [10], and then hatch and form new populations in suitable conditions. Some investigations have indicated that *Daphnia* is an ideal model organism in studying ecology, environmental toxicology and evolutionary biology [11, 12].

The sex maintenance and the switch of *Daphnia* species have affected by environmental changes, making *Daphnia* an interesting comparative system for the study of sex-biased and reproductive genes. Some study of *Daphnia pulex* revealed that 50% of assayed transcripts show some degree of sex-bias [1]. Among them, female-biased transcription is enriched for translation, metabolic and regulatory genes associated with life-history. Colbourne et al. (2011) showed the detailed genomes information of *D. pulex*, the amount of genomic and transcriptomic resources for the genus has markedly increased, which greatly promoted our understanding of sex-biased genes [13]. Zhang et al. (2016) constructed the genetic data sets of the genes expressed in a sexual female and a parthenongentic female of *Daphnia similoides*. The study showed the gene may have a crucial role in reproductive switching of *D. similoides*. Male-biased expression is enriched for cuticle and protease function [14]. Huylmans et al. (2016) and Molinier et al. (2018) analyzed the sex-biased genes between the female and male of *Daphnia galeata* and *Daphnia magna*, respectively [15, 16]. Moreover, the female-biased genes of *Daphnia sinensis* might contribute to maintaining rapid production of parthenogenetic females, and nutrient uptake for the growth of neonates [17]. Therefore, the sex-biased genes (including male-biased genes) might play a pivotal role in steering the life-history and reproduction processes in *Daphnia* species.

Although some male-biased genes in other species of *Daphnia* have been reported, it is still worth exploring whether these genes perform the same function in *D. sinensis. D. sinensis* is a typical *Daphnia* species that is widely distributed in inland fresh waters, particularly in eutrophic waters. Our goals are to compare the transcriptome of *D. sinensis* at four life history stages (i.e. juvenile female, parthenogenetic female, sexual female and male), and to explore the role of male-biased genes in male production and male phenotype maintenance. Our study will provide some necessary fundamental data for further research of sex-biased genes of *Daphnia* in future.

## Methods

### *D. sinensis *and* Tetradesmus obliquus* culture

*D. sinensis* employed in the experiment were collected from Lake Chaohu in Anhui Province, China. Parthenogenetic females were cultivated under a 12 h light /12 h dark photoperiod at 25 ± 1℃ with a light intensity of 2500 lx, and fed with 40 mg L^−1^ of *T. obliquus* (wet weight). *T. obliquus* was obtained from the Freshwater Algae Culture Collection at Institute of Hydrobiology, Chinese Academy of Sciences, and cultured in BG-11 medium at 25 ± 1℃ with a 12 h light/12 h dark photoperiod.

### Juvenile female (JF), parthenogenetic female (PF), sexual female (SF) and male (M) collection

In one experiment, 20 *D. sinensis* mothers were employed. Each mother was respectively cultured in a 50 ml beaker with 40 ml culture medium. The culture medium was replaced every two days. The culture medium was the filtered and aerated tap water. Offspring (birth time < 12 h) produced by *D. sinensis* mother were collected as juvenile female samples (JF), and each juvenile female sample was about 500 individuals. Juvenile female (JF) is female of *D. sinensis* within 12 h of birth**.** These neonates produced by the mother were removed in time from beakers during the experiment.

In another experiment, 60 *D. sinensis* mothers were employed. Each 10 mothers were placed in a 250 ml beaker with 200 ml culture medium, 6 replicates were conducted. The culture medium was replaced every two days. After 2–3 weeks, sexual females and males of *D. sinensis* could be observed when population density became higher. The parthenogenetic females (PF), sexual females (SF) and males (M) were selected under the microscope. Parthenogenetic female (PF) is female of *D. sinensis* carrying eggs for the first time; Sexual female (SF) is female of *D. sinensis* carrying resting eggs; Male is male of *D. sinensis* within 12 h of birth. About 50 parthenogenetic females and 50 sexual females were respectively collected as PF sample and SF sample. Male juveniles were collected and cultured in a 100 mL beaker with 80 mL culture medium for two weeks. Each male sample (M) contained about 60 male individuals.

JF, PF, SF and M samples were put into EP tubes, respectively. These samples were immediately frozen in liquid nitrogen and stored at -80℃. In this study, two replicates of JF, PF, SF and M samples were collected for transcriptome sequencing, respectively.

### RNA isolation and cDNA library construction

Total RNA was respectively extracted from samples at four life-history stages of *D. sinensis* (juvenile females, parthenogenetic females, sexual females and males) using TRIzol reagent. RNA degradation and contamination was monitored using 1% agarose gels. RNA purity was checked using the NanoPhotometer® spectrophotometer (IMPLEN, CA, USA). The RIN (RNA integrity number) value range of quality test is 5.8 to 6.6. RNA concentration was measured using Qubit® RNA Assay Kit in Qubit® 2.0 Flurometer (Life Technologies, CA, USA). RNA integrity was assessed using the RNA Nano 6000 Assay Kit of the Agilent Bioanalyzer 2100 system (Agilent Technologies, CA, USA).

A total of 1.5 µg RNA per sample was used as input material for the RNA sample preparations. Sequencing libraries were generated using NEBNext® Ultra™ RNA Library Prep Kit for Illumina® (NEB, USA) according to manufacturer’s recommendations, and index codes were added to attribute sequences to each sample. Briefly, mRNA was purified from total RNA using poly-T oligo-attached magnetic beads. Fragmentation was carried out using divalent cations under elevated temperature in NEBNext First Strand Synthesis Reaction Buffer (5X). First strand cDNA was synthesized using random hexamer primer and M-MuLV reverse transcriptase (RNase H^−^). Second strand cDNA synthesis was subsequently performed using DNA polymerase I and RNase H. Remaining overhangs were converted into blunt ends via exonuclease/polymerase activities. After adenylation of 3’ ends of DNA fragments, NEBNext Adaptor with hairpin loop structure was ligated to prepare for hybridization. In order to select cDNA fragments of preferentially 250 ~ 300 bp in length, the library fragments were purified with AMPure XP system (Beckman Coulter, Beverly, USA). 3 µl USER Enzyme (NEB, USA) was used with size-selected, adaptor-ligated cDNA at 37 °C for 15 min, followed by 5 min at 95 °C before PCR. Then, PCR was performed with Phusion High-Fidelity DNA polymerase, Universal PCR primers and Index (X) Primer. At last, PCR products were purified with AMPure XP system and library quality was assessed on the Agilent Bioanalyzer 2100 system [14].

### Clustering and sequencing

The clustering of the index-coded samples was performed with a cBot Cluster Generation System using TruSeq PE Cluster Kit v3-cBot-HS (Illumina). After cluster generation, the library preparations were sequenced on an Illumina Hiseq platform and paired-end reads were generated.

### De novo assembly of short reads and gene annotation

Raw data (raw reads) were firstly processed through in-house perl scripts. Clean data (clean reads) for the JF, PF, SF and M samples were obtained by removing reads containing adapter, reads containing ploy-N and low quality reads from raw data. Simultaneously, Q20, Q30, GC-content and sequence duplication level of the clean data were calculated. All the downstream analyses were based on clean data with high quality. Transcriptome assembly was accomplished based on the left.fq and right.fq using Trinity [18] with min_kmer_cov set to 2 by default, and all other parameters set default. The resulting sequences were named unigenes. The unigenes were annotated by BLASTx searching in NCBI non-redundant (Nr), Swiss-Prot, KEGG, PFAM and KOG and mapped to NCBI Nt database by BLASTn. Functional annotation by Gene Ontology (GO) terms was analyzed by using Blast2GO (http://www.balst2go.org/) software [19]. GO functional classification for unigenes was analyzed using WEGO software [20]. The similarity searches of unigenes were performed using the NCBI-BLAST network server (http://blast.ncbi.nlm.nih.gov/).

### Differential expression genes and GO enrichment analysis

Differential expression analysis between two life-history stages (JF vs PF, PF vs SF and M vs PF) of *D. sinensis* was performed using the DEGseq 2 package. *P*-value was adjusted using *Q-value* [21]. *Q-value* < 0.05 and |log_2_ (fold change)|> 1 were set as the threshold for significantly differential expression [14]. GO enrichment analysis of DEGs was implemented by the GOseq packages based on Wallenius’ non-central hyper-geometric distribution [22].

### Validation of DEGs using Real Time-PCR

Total RNA was extracted using TRIzol reagent (TaKaRa, Dalian, China). The ultramicro-spectrophotometer (MD2000D, Biofuture, UK) was used to assess sample purity and RNA concentration. RNA was reversely transcribed by PrimeScript™ RT reagent Kit (TaKaRa, Dalian, China).

RT-qPCR was performed with 76 genes, which were selected from top 30 up-regulation DEGs in M vs JF, M vs PF and M vs SF. The qPCR primers were designed using Beacon Designer 7.9 (PREMIER Biosoft International, Palo Alto, CA, USA) and listed in Table S3. We tested the amplication efficiency per primer before qPCR validation. *DsimGAPDH* (glyceraldehyde-3-phosphate dehydrogenase) was used as the reference gene and also listed in Table S3. The qPCR was performed in a LightCycler® 96 (Roche Diagnostics Gmbh, Basel, Switzerland) using a mixture of 5.0 μL AceQ qPCR SYBR Green Master Mix (Vazyme, China), 0.2 μL of each primer, 1.0 μL of sample cDNA and 3.6 μL of RNase Free dH_2_O. The amplification step was executed using a degeneration step at 95℃ for 10 min, followed by 40 cycles of 95℃ for 15 s and 60℃ for 60 s. The melting curve was employed to detect a single primer-specific peak, using 93℃ for 30 s and 60℃ for 45 s. All reactions were run in triplicate. The relative quantification results were analyzed using the Ct method ($${2}^{{-\Delta \Delta \mathrm{C}}_{\mathrm{T}}}$$) [23].

### Statistical analysis

Statistical analysis was executed by SPSS 20.0 software. Significant differences of relative mRNA expression level between two life-history stages (M vs JF, M vs PF and M vs SF) were analyzed using multiple comparisons Turkey (HSD). All data were shown as mean ± SEM in this study.

## Results

### Transcriptome sequencing, assembly and annotation

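The transcriptome was sequenced from poly-A RNA of *D. sinensis*, a water flea that reproduces by parthenogenesis or sexually, in 4 life-history stages, which are abbreviated JF (juvenile female), PF (parthenogenetic female), SF (sexual female) and M (male). Each stage had 2 libraries. According to the methods, a sample held 500 juvenile females, 50 parthenogenetic females, 50 sexual females or 60 males. The juvenile females were taken within 12 h of birth, in a separate experiment in which each mother was kept singly. PF, SF and males came from beakers with several mothers, and the male juveniles were then cultured apart. Culture is therefore confounded with stage where JF or males are compared with other stages. For males, the paper gives both collection within 12 h of birth and a culture of 2 weeks, while the sample labels give an age of 2 to 3 weeks for the adults of PF, SF and M. The authors removed low-quality reads, assembled the reads of all libraries into unigenes with Trinity and deposited an estimated count of reads for each unigene and library, without scaling between libraries. The program that aligned and counted the reads is not given in the sources used here. The total count was 18688623 and 27160267 in JF, 24960732 and 17172891 in PF, 22523969 and 20204902 in SF, and 23945594 and 19548162 in M. All 8 libraries listed the same 11114 unigenes, and none of them had a count of 0 in any library, so unigenes without a read in some library were not analysed here. Of the listed unigenes, 94.1% carried the ID of a single assembly cluster, which also holds all unigenes of Table 1. The estimated counts were rounded to whole numbers, scaled by edgeR's TMM method and tested with edgeR's quasi-likelihood test on the 10822 unigenes that passed its filter on low counts, in a single fit of all 8 libraries. Expression is given below as counts per 1000000 counts (CPM) on the TMM scale, as mean ± SD of the 2 libraries.

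The libraries of a stage differed to very different degrees. Among unigenes above 20 CPM, the scaled median absolute deviation of the log2 ratio between replicate 1 and replicate 2 was 0.19 in JF, 0.26 in PF, 0.30 in SF and 0.06 in M. The scaling makes it an estimate of a standard deviation, so the unscaled deviation is smaller. More than 2-fold differences between replicates were found for 3.35% of these unigenes in JF, 5.14% in PF, 8.09% in SF and 0% in M. The chi-square per degree of freedom between the raw counts of both libraries, which is 1 when they differ by sampling alone, was 65.2 in JF, 97.3 in PF, 173 in SF and 1.89 in M. In M it was 1.47 for unigenes with at least 20 and under 200 counts in both libraries together and 8.42 for the 390 unigenes with at least 20000. The male libraries therefore differed by more than the sampling noise, which does not tell 1 pool of males from separate pools. They were kept as 2 replicates because the paper's methods describe 2 replicates of each stage.

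**Figure D1:**
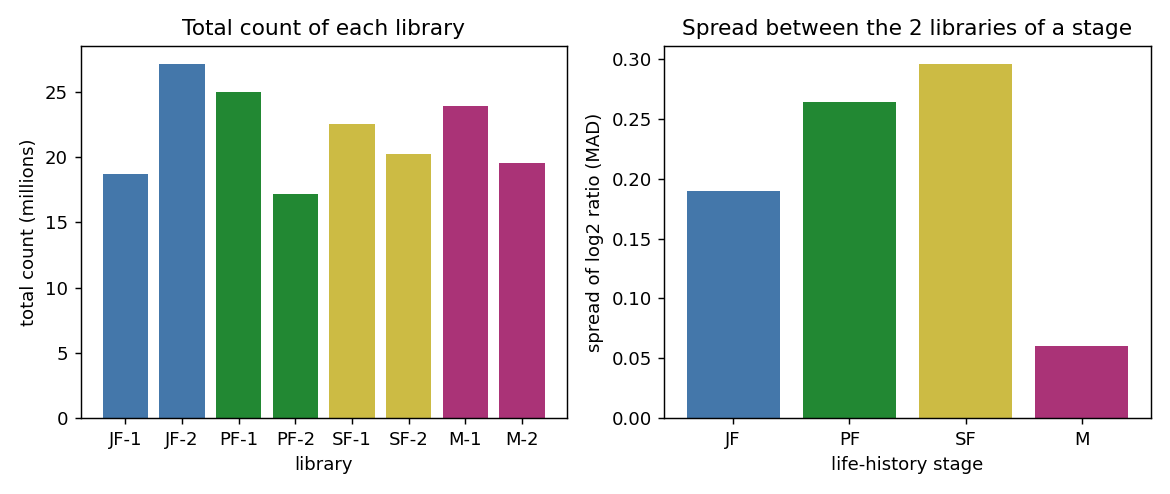
Left, total count of each library. Right, median absolute deviation (MAD), scaled to estimate a standard deviation, of the log2 ratio between the 2 libraries of each stage, over unigenes above 20 CPM. The spread was lowest in M (0.06) and highest in SF (0.30).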

Among transcriptome sequencing of four life-history stages (JF-juvenile female, PF-parthenogenetic female, SF-sexual female and M-male) of *D. sinensis*, 110437 transcripts were obtained, with a total length of 321269424 bp and an average length of 2909 bp. Moreover, 22996 unigenes were obtained, with a total length of 44512763 bp, an average length of 1936 bp and a N_50_ length of 4265 bp (Table S1). Compared with several common databases through BLASTx program, the most unigenes annotated to Nr database (13512, accounting for 58.75% of the total unigenes), followed by PFAM (10659, accounting for 46.35%) and GO (10659, accounting for 46.35%) (Table S2).

### Homology analysis

The homologous sequences of *D. sinensis* unigenes were matched in Nr database. The relative species with higher homologous sequences were *D. magna* (70.5%), followed by *D. pulex* (10.0%), *Tetrahymena thermophila* (1.9%), *Pseudocohnilembus persalinus* (1.1%), *Ichthyophthirius multifiliis* (0.9%) and other (15.6%) (Fig. 1).

**Fig. 1:**
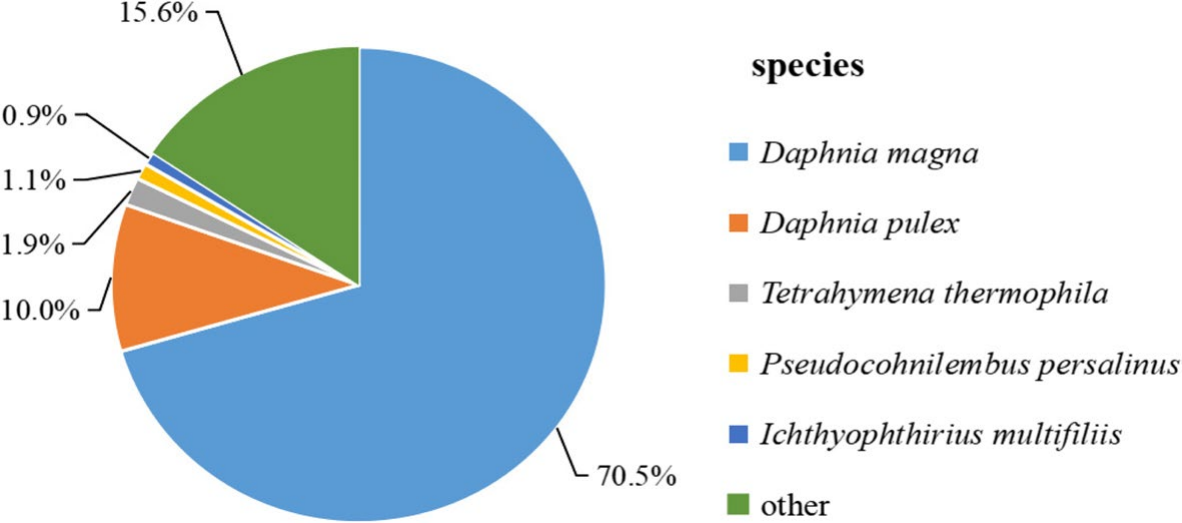
Percentage of homologous hits of *D. sinensis* unigenes to other species

### Differentially expressed genes

The number of specific unigenes in JF, PF, SF and M life-history stages were 2863, 445, 437 and 586, respectively. There were 9708 common unigenes in four life-history stages (Fig. 2). 

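The counts carry no unigene lengths, so RPKM could not be computed and a unigene was counted as expressed in a stage when its mean over both libraries exceeded 0.5 CPM of the total count. By this rule 10370 of the 11114 listed unigenes were expressed in JF, 10461 in PF, 10566 in SF and 10290 in M. All 4 stages shared 9915 unigenes. Expression in a single stage was found for 61 unigenes in JF, 57 in PF, 56 in SF and 21 in M. These counts cover only unigenes with reads in every library, because the list holds no unigene with a count of 0, and therefore cannot show a unigene that is absent from a stage. The mean of these unigenes in their stage was at most 2.44 CPM in JF, 2.6 in PF, 1.39 in SF and 1.06 in M. A threshold of 1 CPM gave 124 unigenes for JF, and counting any read gave 0 for each stage.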

The differentially expression genes (DEGs) between the two stages were determined by comparing the genes obtained in male with genes in the three female stages. 

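Males were compared with each female stage, and a unigene was called a DEG at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change over 1. In M vs JF, 1467 unigenes were up-regulated and 1686 down-regulated in males. M vs PF gave 1962 up-regulated and 1720 down-regulated unigenes. M vs SF gave the fewest DEGs, with 1101 up-regulated and 1293 down-regulated unigenes. DEGs made up 29.1%, 34% and 22.1% of the tested unigenes in the 3 comparisons. In addition, 10 sets of counts without any difference between stages were simulated around the real male libraries. In each set, at most 1 DEG was called per comparison with males. The simulated means were those of the male libraries, so a chance deviation of these libraries could not give a call. This number is therefore no rate of false calls. Over all tested unigenes, the median absolute log2 fold change was 0.67 against JF, 0.75 against PF and 0.57 against SF.

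The balance of both directions depended on the scaling. With TMM, the median log2 fold change of all tested unigenes was -0.14 against JF, -0.07 against PF and -0.06 against SF, and 46% of the DEGs in M vs SF were up-regulated. With DESeq2 size factors in the same fit, the median was -0.04 in M vs JF and 0.06 in M vs SF, and 56.2% of the DEGs in M vs SF were up-regulated (1350 up-regulated and 1053 down-regulated). In M vs JF the share of up-regulated DEGs changed from 46.5% to 53.8% with DESeq2 size factors, and in M vs PF from 53.3% to 47.9% with library size only. Among the alternatives, the counts were lowest when the fold change threshold was part of the test (edgeR's glmTreat), with 402 up-regulated and 550 down-regulated unigenes in M vs SF, and highest with the adjusted p alone, with 1968 and 2618.

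**Figure D2:**
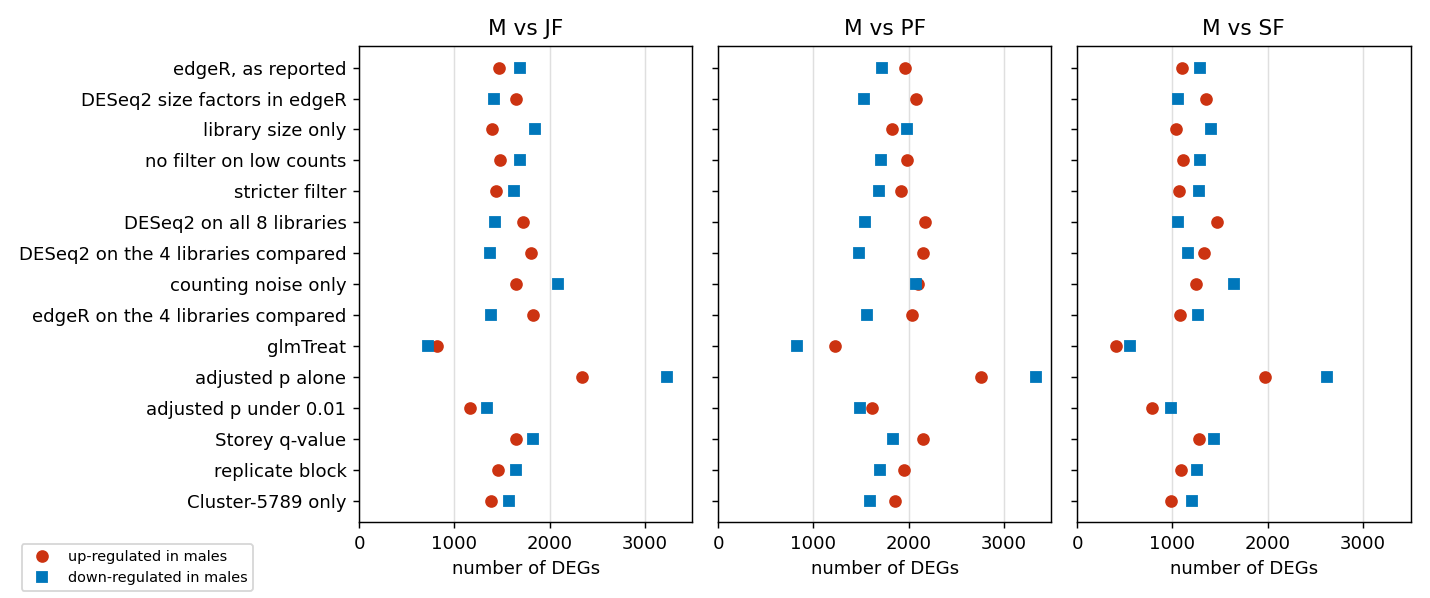
Number of DEGs of males against each female stage as reported (top line) and under the alternative processing with all libraries. Circles are unigenes up-regulated in males and squares are those down-regulated in males. In M vs SF, 1101 were up-regulated and 1293 down-regulated as reported, and 1350 and 1053 with DESeq2 size factors.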

In differentially expressed genes, the number of up-regulated genes and down-regulated genes were 2230 and 2340 in M vs JF, 2425 and 1933 in M vs PF, and 1473 and 1382 in M vs SF, respectively (Fig. 3).

**Fig. 2:**
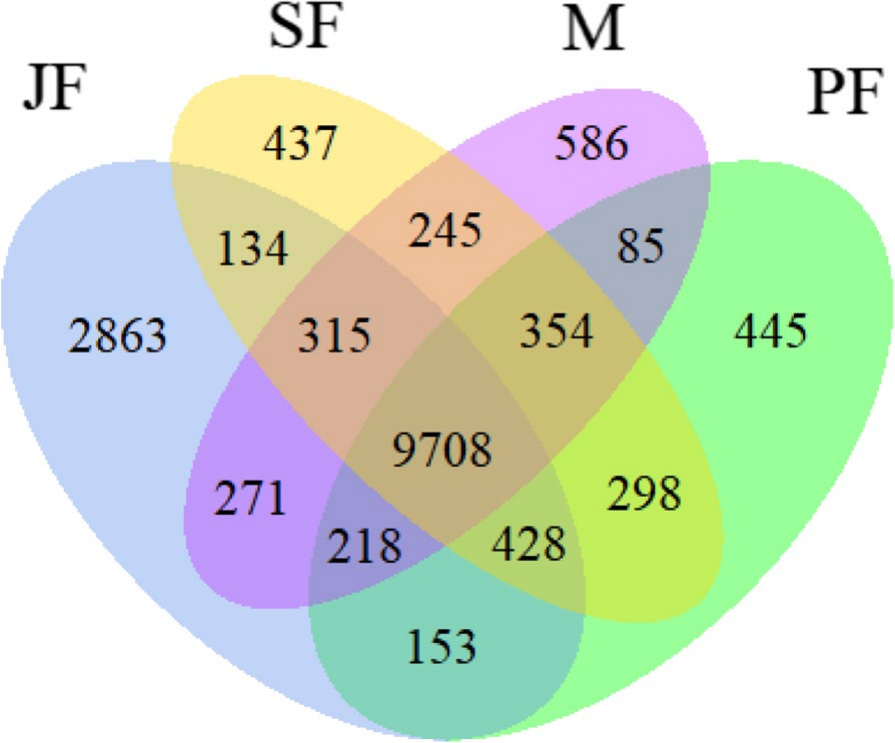
Venn diagram of the number of unigenes with RPKM > 0.3 in four life-history stages (JF, PF, SF and M; RPKM: reads per kilo bases per million mapped)

**Fig. 3:**
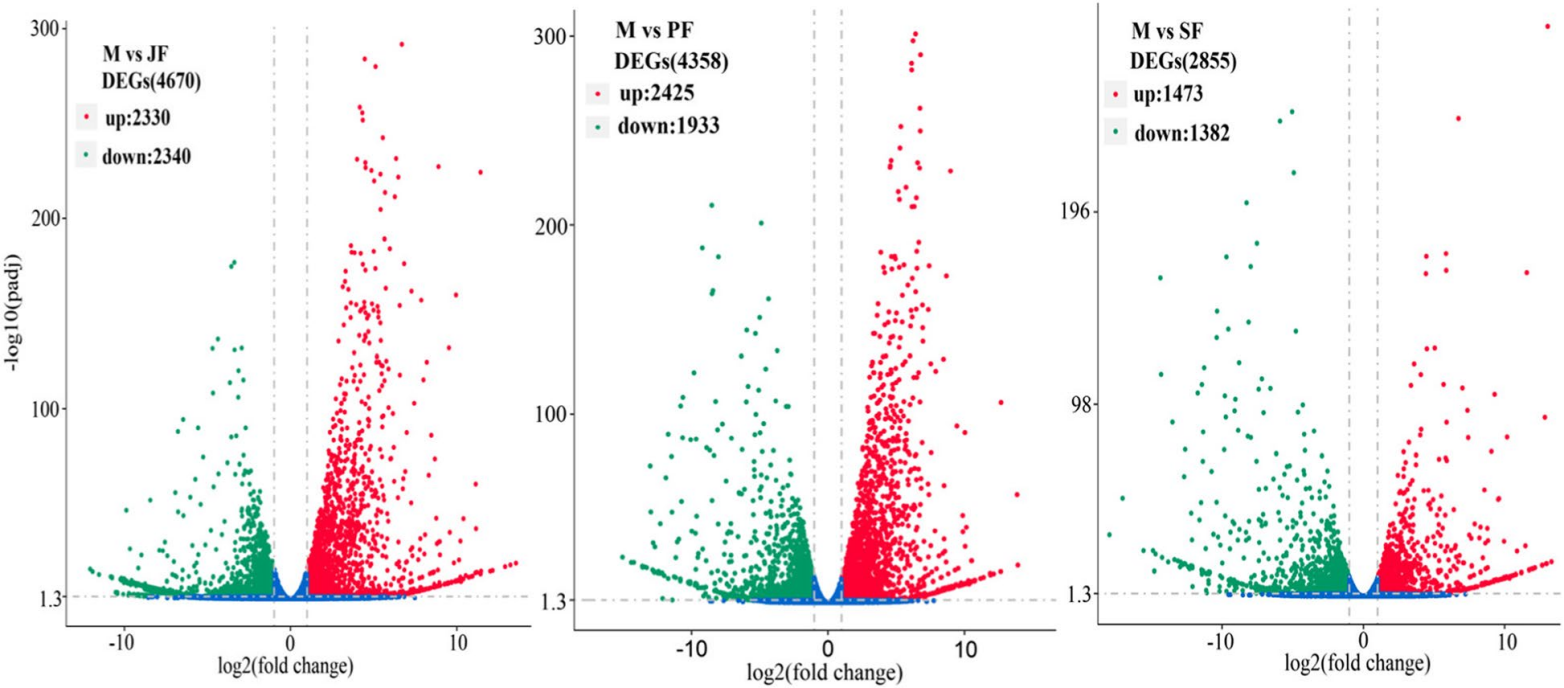
Volcano plot of differentially expressed genes in M vs JF, M vs PF and M vs SF

### Gene ontology annotation

To analyze the functions of these DEGs, we conducted 4670 DEGs in M vs JF, 4358 DEGs in M vs PF and 2855 DEGs in M vs SF by using the GO enrichment system (*Q-value* < 0.05). In M vs JF, up-regulated genes were mainly concentrated in protein metabolic process (506) and hydrolase activity (493), and the down-regulated genes were mainly concentrated in macromolecule biosynthetic process (429), cellular macromolecule biosynthetic process (426), cellular nitrogen compound biosynthetic process (421) and gene expression (418). In M vs PF, the up-regulated genes were mainly concentrated in hydrolase activity (503), and the down-regulated genes were mainly concentrated in nucleic acid binding (370) and gene expression (342). In M vs SF, the up-regulated genes were mainly concentrated in hydrolase activity (132), peptidase activity of acting on L-amino acid peptides (128) and proteolysis (119), and the down-regulated genes were mainly concentrated in nuclear acid binding (233) (Fig. 4).

**Fig. 4:**
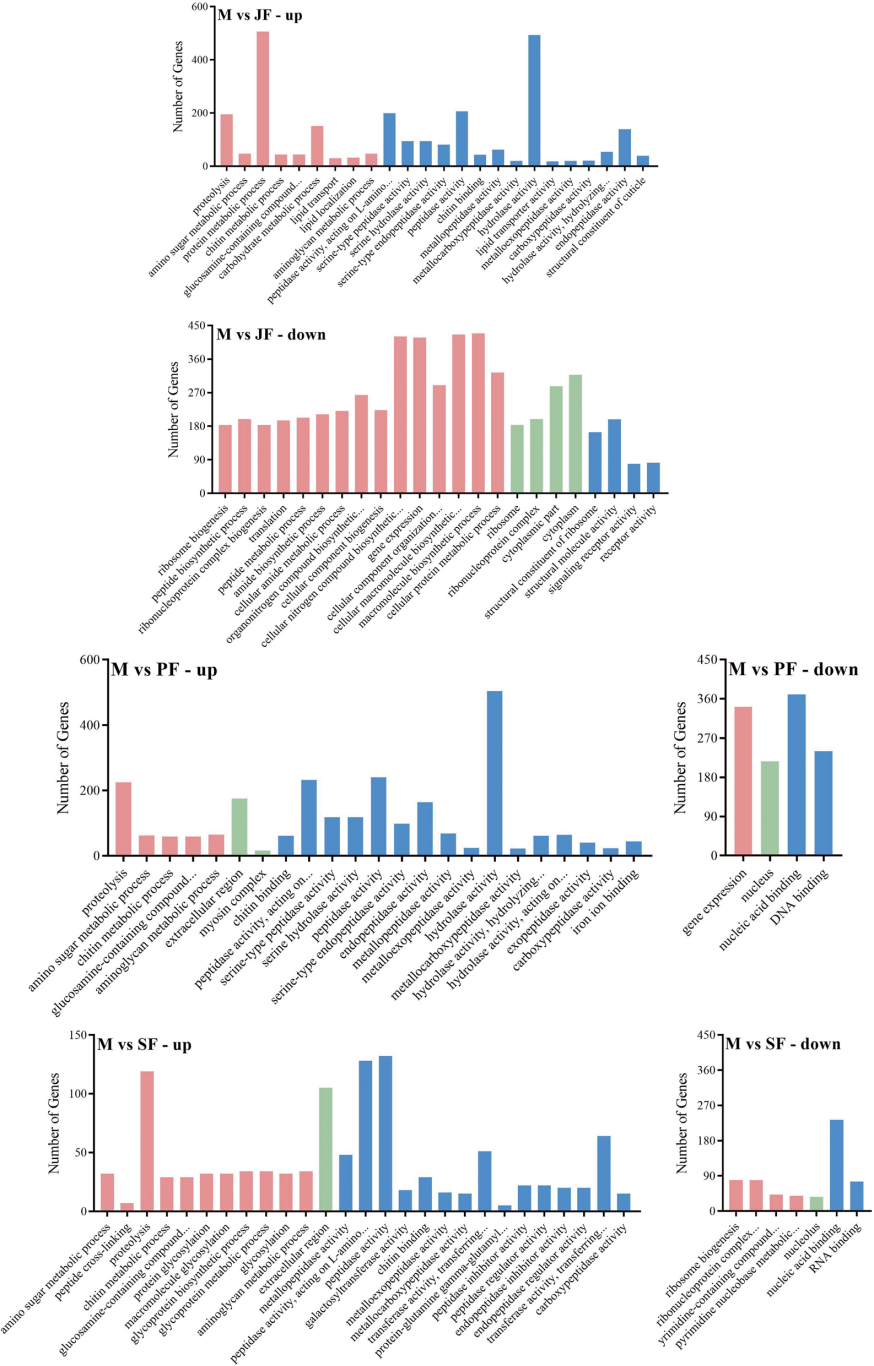
GO enrichment analysis of differentially expressed genes in M vs JF, M vs PF and M vs SF. (red represents biological process, green represents cellular component, blue represents molecular function)

### Male-biased candidate genes

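A total of 325 unigenes were up-regulated in males against JF, PF and SF alike, and 330 were down-regulated in all 3 comparisons. These counts were 397 and 276 with DESeq2 size factors, 309 and 366 with library size only, and 476 and 268 with DESeq2 on all 8 libraries, so which direction held more unigenes depended on the scaling. As the comparisons share the male libraries, 10 sets of unchanged stages were simulated against the real male libraries, and 0 unigenes were called in all 3 comparisons in each direction. The simulated means were those of the male libraries, so a chance deviation of these libraries could not give a call. The 0 is therefore no rate of false calls for these lists. The number of unigenes up-regulated in all 3 comparisons depended on single libraries. It was 553 without SF replicate 1, 200 without male replicate 1 and 201 without male replicate 2. Cluster-5789.9257, to which Table 1 gives no entry, had 215 ± 5.46 CPM in M and 3.01 ± 0.257 in JF, 1.31 ± 0.394 in PF and 3.76 ± 0.14 in SF (n = 2 libraries each). Cluster-5789.8859 had 432 ± 1.33 CPM in M and between 4.08 and 11.5 CPM in the female libraries. Their log2 fold changes were at least 5.83 and 5.42 in the 3 comparisons. In the other direction, Cluster-5789.4224 had 0.346 and 0.369 CPM in the male libraries and between 46.7 and 789.9 CPM in the female libraries. Cluster-5789.9842 had 0.173 and 0.0528 CPM in the male libraries, the latter from an estimated count of 1, and between 16.1 and 54.5 CPM in the female libraries.

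When the up-regulated DEGs of each comparison were ranked by p-value, the 30 first unigenes of the 3 comparisons made up 58 different unigenes. Of the 36 unigenes of Table 1, 28 are among the 11114 listed unigenes and 8 were not analysed here. The 58 unigenes included 6 of these 28. The ranking depended on the fit. DESeq2 on the 4 libraries of each comparison gave 80 unigenes, which included 26 of the 28. Of the 28 unigenes, 27 were up-regulated in M vs JF, 27 in M vs PF and 16 in M vs SF, and the same 16 were up-regulated in all 3 comparisons. Adjusted over the list alone, the counts were 27, 27 and 16 as well, which is not independent evidence because the list was chosen from these libraries. The males had the highest mean for 26 of the 28 unigenes, and for 24 both male libraries were above every female library. Without SF replicate 1, 24 of the 28 were up-regulated in all 3 comparisons.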

In order to screen candidate genes related to male-biased genes of *D. sinensis*, a total of 76 genes were respectively obtained from the top 30 up-regulated DEGs in M vs JF, M vs PF and M vs SF. qPCR analysis showed that the relative expression levels of 36 genes in male (M) were significantly higher than those in the three female stages (JF, PF and SF) (*P* < 0.05), suggesting that these genes may participate in the male sex maintenance of *D. sinensis* (Fig. 5, Table 1). Among them, there are 11 known genes, including one *Doublesex* gene (Cluster-5789.12340), one laminin gene (Cluster-5789.8159), one chitin synthase gene (Cluster-5789.11830), two chitinase genes (Cluster-5789.5191 and Cluster-5789.7417), five trypsin genes (Cluster-5789.9553, Cluster-5789.3677, Cluster-5789.9554, Cluster-5789.11655 and Cluster-5789.7668) and one serine protease gene (Cluster-5789.2039). 

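All 11 known genes are among the listed unigenes, and their values per library were read by the unigene ID of Table 1. In each of them, both male libraries were above every female library, and the edgeR test called all 11 in M vs JF and in M vs PF. *Doublesex2* (Cluster-5789.12340) had 224 ± 5.21 CPM in M, 4.85 ± 1.13 in JF, 4.68 ± 1.73 in PF and 3.97 ± 0.0889 in SF (mean ± SD, n = 2 libraries each). Its log2 fold change was 5.53 in M vs JF (standard error 0.30, adjusted p = 0.000104), 5.59 in M vs PF (standard error 0.30, adjusted p = 6.23e-05) and 5.82 in M vs SF (standard error 0.31, adjusted p = 9.9e-05) in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The gene of *laminin subunit gamma-3* (Cluster-5789.8159) had 744 ± 1.55 CPM in M, 270 ± 4.72 in JF, 129 ± 3.29 in PF and 81.1 ± 7.46 in SF, with log2 fold changes of 1.46 against JF, 2.52 against PF and 3.20 against SF (edgeR adjusted p at most 0.000219).

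The genes of chitin metabolism were far above PF but not called against SF. Chitin synthase 2 (Cluster-5789.11830) had 520 ± 0.469 CPM in M, 62.6 ± 5.95 in JF, 7.05 ± 0.365 in PF and 264 ± 176 in SF. Its log2 fold change was 6.21 in M vs PF (standard error 0.55, edgeR adjusted p = 0.000339) and 0.98 in M vs SF (standard error 0.44, edgeR adjusted p = 0.12). Chitinase 5 (Cluster-5789.5191) had 1143 ± 5.18 CPM in M and 317 ± 312 in SF, a log2 fold change of 1.85 (standard error 0.73, edgeR adjusted p = 0.0924). Chitinase 8 (Cluster-5789.7417) had 1012 ± 21.5 CPM in M and 478 ± 320 in SF, a log2 fold change of 1.08 (standard error 0.45, edgeR adjusted p = 0.102). The serine protease gene (Cluster-5789.2039) and the trypsin alpha-like gene (Cluster-5789.11655) were not called in M vs SF either, with log2 fold changes of 1.00 and 0.94 (edgeR adjusted p = 0.18 and 0.0723). In these 5 genes SF replicate 1 was between 2.27 and 5.59 times as high as SF replicate 2. Without SF replicate 1 their log2 fold changes in M vs SF were from 1.64 to 3.57. Their lowest log2 fold changes with any 1 library left out were from 0.41 to 1.13. Which SF library is typical of the stage cannot be told from 2 libraries. DESeq2 on all 8 libraries called 4 of the 5 genes in M vs SF, all except the serine protease gene. The calls of chitinase 5 (log2 fold change 2.59, edgeR adjusted p = 0.0322) and of the trypsin gene Cluster-5789.7668 (1.47, edgeR adjusted p = 0.0146) in M vs JF were lost when either JF or either male library was left out. For chitinase 5 the JF libraries were close (207 and 173 CPM), unlike those of SF (538 and 96.3 CPM), whose spread enters the single fit. On the 4 compared libraries, -log10 of DESeq2's adjusted p was 65.4 for chitinase 5 and 21.9 for this trypsin gene. On all 8 libraries it was 3.76 and 3.78.

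The other trypsin genes were called in M vs SF. Cluster-5789.9553, Cluster-5789.3677 and Cluster-5789.9554 had log2 fold changes of 6.84, 5.04 and 5.33 in M vs SF, and Cluster-5789.7668 one of 3.71. The trypsins form a gene family whose reads the authors' counting could have split between members, so their single values are uncertain. From the higher relative expression of the Table 1 genes in males by qPCR (Fig. 5), the paper proposes that they may participate in male sex maintenance.

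**Figure D3:**
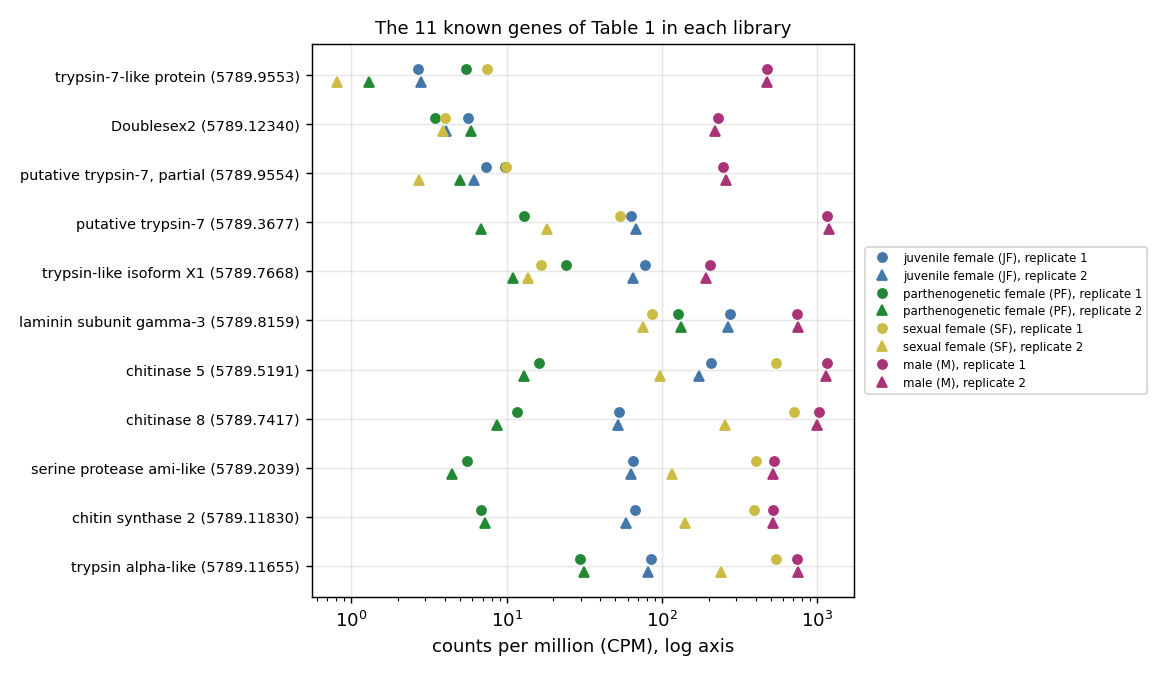
CPM of the 11 known genes of Table 1 in each library, on a log axis. Circles are replicate 1 and triangles replicate 2 of each stage. *Doublesex2* lies at 228 and 221 CPM in males and below 6 CPM in all female libraries, while chitin synthase 2 lies at 388 CPM in SF replicate 1 and at 140 CPM in SF replicate 2.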

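Of the uncharacterized genes of Table 1, 17 are among the listed unigenes. In M vs JF 16 of them were up-regulated, in M vs PF 16 and in M vs SF 10. Their median log2 fold change was 4.32 in M vs JF, 4.97 in M vs PF and 1.28 in M vs SF. The highest log2 fold change against SF was that of Cluster-5789.9162, with 98.8 ± 2.12 CPM in M and 0.61 ± 0.0546 in SF (n = 2 libraries each), a log2 fold change of 7.32 (standard error 0.24, edgeR adjusted p = 3.27e-05). The lowest log2 fold change was that of Cluster-5789.11844, which was down-regulated in M vs SF. It had 31.7 ± 0.402 CPM in M, 2669 ± 1183 in SF, 104 ± 109 in PF and 10.1 ± 2.85 in JF. Its log2 fold change in M vs SF was -6.39 (standard error 1.05, edgeR adjusted p = 0.00558), and it was not called without either male library (edgeR adjusted p at most 0.053). Cluster-5789.11654 also had its highest mean in SF, with 275 ± 155 CPM against 180 ± 1.81 in M, a difference that was within the spread between the SF libraries (log2 fold change -0.61, edgeR adjusted p = 0.511). The calls of Cluster-5789.11046 and Cluster-5789.11774 in M vs SF (log2 fold changes 1.24 and 1.28) were lost without SF replicate 2 or either male library, and that of the latter also without either JF library. The call of Cluster-5789.6490 in M vs JF (2.27) was lost without either JF library. The 5 remaining genes without a call in M vs SF had log2 fold changes from 0.44 to 0.64.

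**Figure D4:**
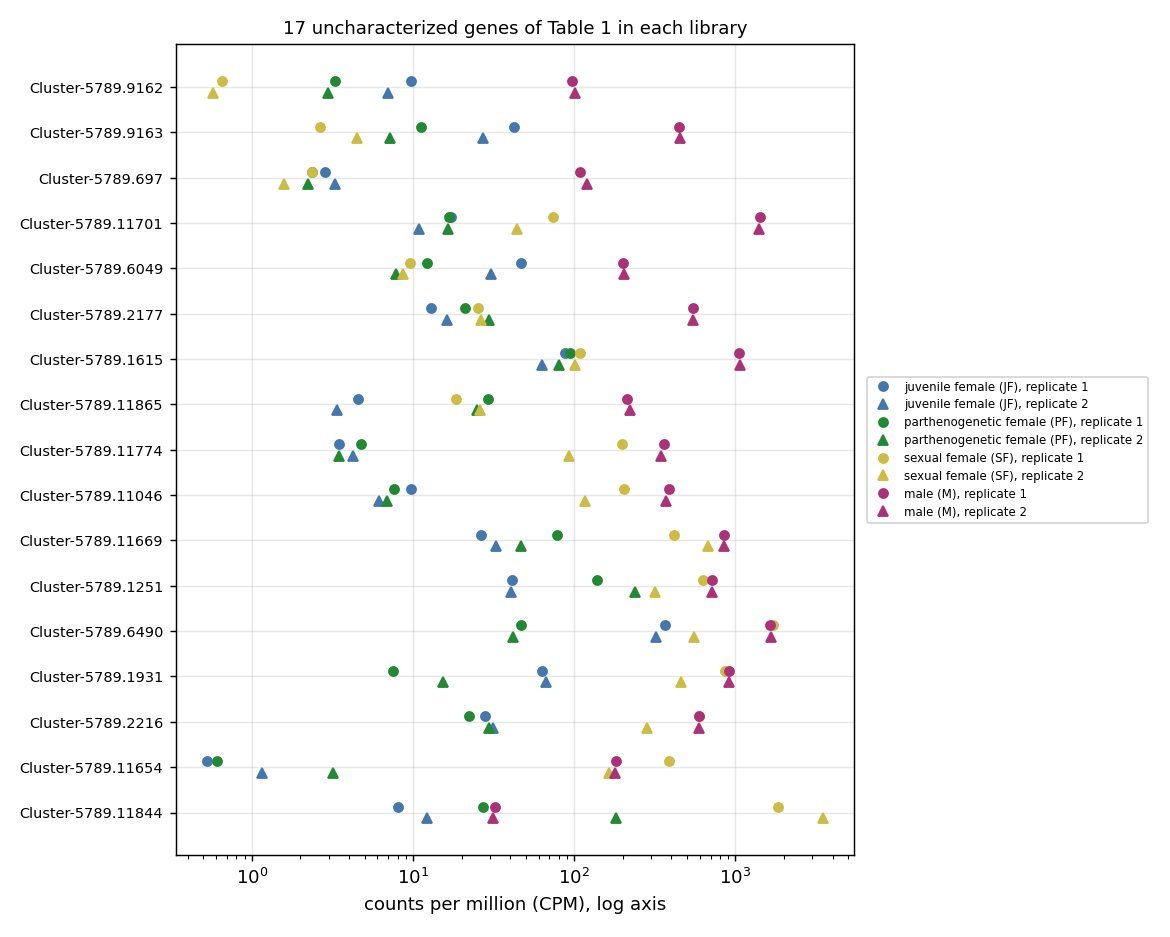
CPM of 17 uncharacterized genes of Table 1 in each library, on a log axis, ordered by the log2 fold change in M vs SF. Circles are replicate 1 and triangles replicate 2 of each stage. Cluster-5789.9162 at the top has 0.61 CPM in SF on average and Cluster-5789.11844 at the bottom has 2669 CPM.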

The other 25 genes were uncharacterized (Table 1).

**Fig. 5:**
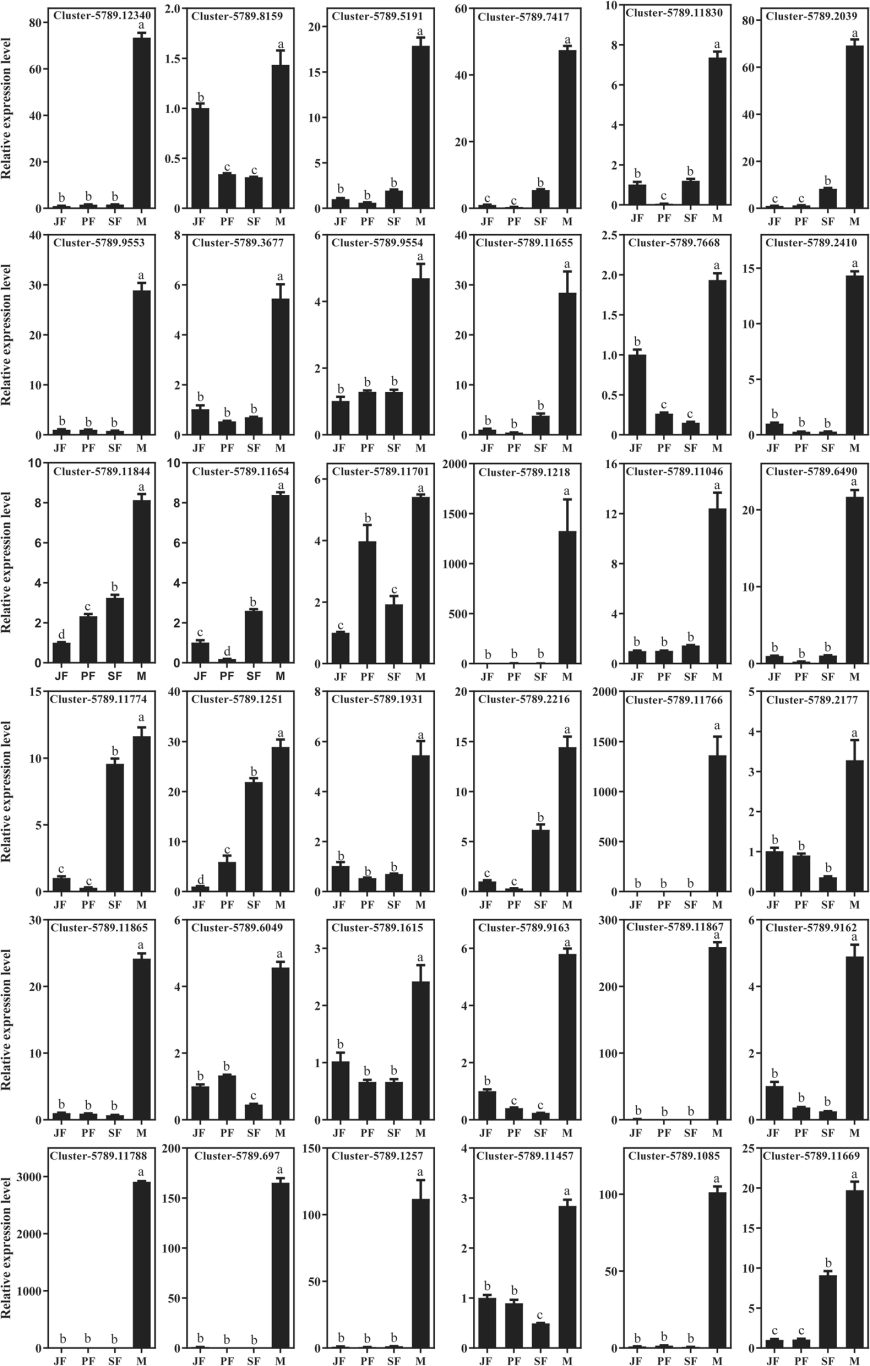
qPCR results of differentially expressed genes related to male-biased genes of *D. sinensis*

**Table 1:** Thirty-six differentially expressed genes related to male-biased genes in *D. sinensis*

Gene ID	Nr Description	*q-value*
Cluster-5789.12340	*Doublesex2*	1.31E-175
Cluster-5789.8159	*laminin subunit gamma-3*	3.05E-79
Cluster-5789.5191	*chitinase 5*	1.81E-210
Cluster-5789.7417	*chitinase 8*	1.0536E-284
Cluster-5789.11830	*chitin synthase 2*	2.83E-298
Cluster-5789.2039	*serine protease ami-like*	6.7587E-231
Cluster-5789.9553	*trypsin-7-like protein*	0
Cluster-5789.3677	*putative trypsin-7*	2.1334E-252
Cluster-5789.9554	*putative trypsin-7, partial*	2.1475E-205
Cluster-5789.11655	*trypsin alpha-like*	5.81E-235
Cluster-5789.7668	*trypsin-like isoform X1*	9.1381E-73
Cluster-5789.2410	*uncharacterized protein APZ42_028762*	2.48E-71
Cluster-5789.11844	*uncharacterized protein LOC116923216 isoform X2*	1.00E-77
Cluster-5789.11654	*uncharacterized protein APZ42_030656*	1.96E-46
Cluster-5789.11701	*uncharacterized protein APZ42_020061*	0
Cluster-5789.1218	*uncharacterized protein LOC116919217*	7.5696E-109
Cluster-5789.11046	*uncharacterized protein LOC116919081*	1.26E-220
Cluster-5789.6490	*uncharacterized protein APZ42_017126*	3.32E-214
Cluster-5789.11774	*uncharacterized protein APZ42_015939*	1.63E-292
Cluster-5789.1251	*uncharacterized protein APZ42_031730*	3.07E-256
Cluster-5789.1931	*hypothetical protein DAPPUDRAFT_299805*	6.35E-232
Cluster-5789.2216	*uncharacterized protein APZ42_016906*	3.73E-230
Cluster-5789.11766	*uncharacterized protein APZ42_018760*	7.8031E-166
Cluster-5789.2177	*uncharacterized protein LOC116920378*	2.7322E-165
Cluster-5789.11865	*uncharacterized protein APZ42_014845*	6.39E-185
Cluster-5789.6049	*uncharacterized protein APZ42_018439*	7.96E-127
Cluster-5789.1615	*uncharacterized protein LOC116917111*	2.39E-108
Cluster-5789.9163	*uncharacterized protein LOC116927871*	5.10E-107
Cluster-5789.11867	*uncharacterized protein LOC116922766*	8.63E-104
Cluster-5789.9162	*uncharacterized protein LOC116927870*	1.30E-95
Cluster-5789.11788	*uncharacterized protein LOC116927218*	4.68E-92
Cluster-5789.697	*uncharacterized protein LOC116918656*	1.47E-89
Cluster-5789.1257	*uncharacterized protein APZ42_024939*	6.62E-82
Cluster-5789.11457	*uncharacterized protein LOC116929377 isoform X1*	1.26E-81
Cluster-5789.1085	*uncharacterized protein APZ42_033498*	1.40E-74
Cluster-5789.11669	*uncharacterized protein LOC116935274*	1.6049E-220

In addition, some previous known genes (*Dsx1*, *Tra*, *antp* and DMRT93B) related to male-biased genes in other *Daphnia* species appeared also in the differentially expressed genes of *D. sinensis* (Fig. 6). The expression levels of *Dsx1* in male (M) was significantly (*P* < 0.05) higher than that in the other three stages (JF, PF and SF), and the expression level of *antp* in male (M) was significantly (*P* < 0.05) higher than those in both PF and SF whereas it was significantly lower than that in JF (the abbreviation reference Table S4).

**Fig. 6:**
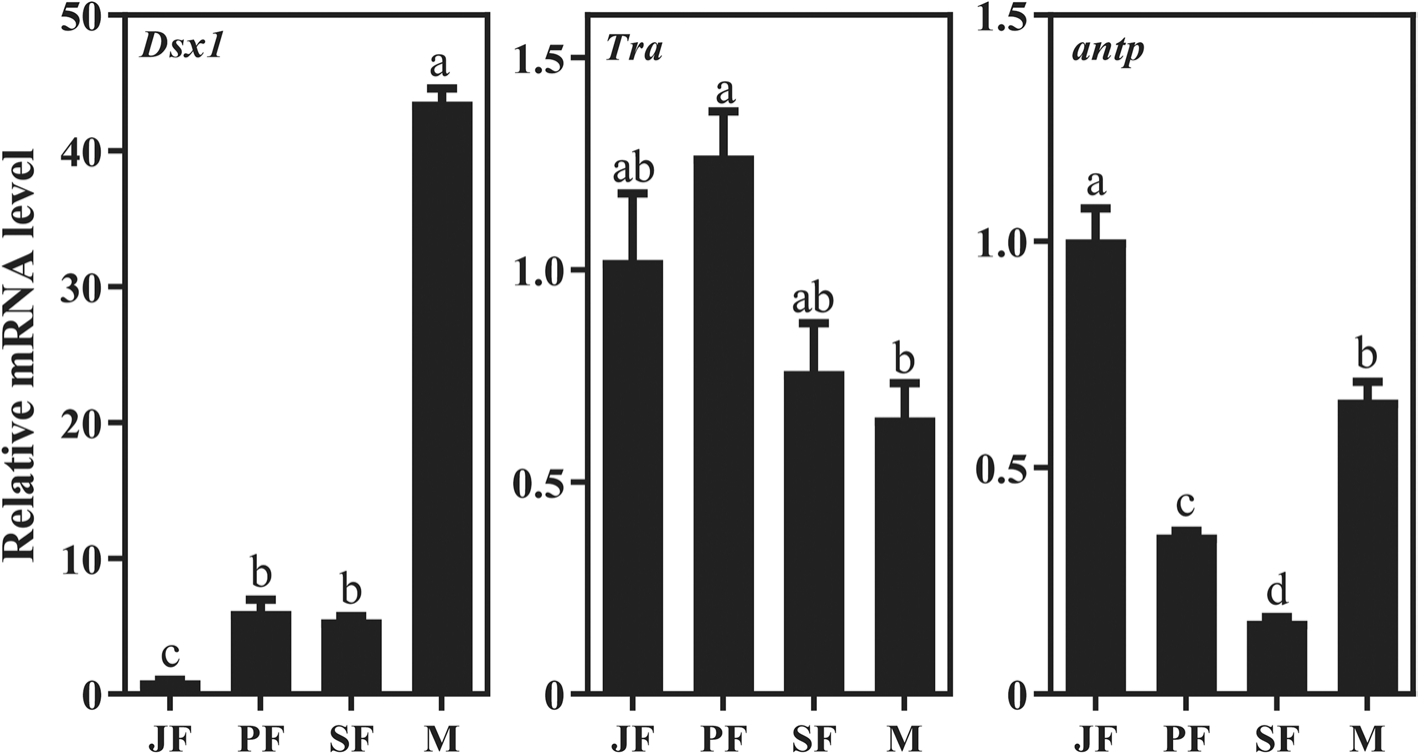
qPCR results of some published genes related to male-biased genes in *D. sinensis.*(*Dsx1* [13], *antp* [12] and *Tra* [14] may be related to male-biased genes in other *Daphnia* species)

## Discussion

Usually, under worse conditions (such as fish predation, unsuited temperature and photoperiod), *Daphnia* transforms from parthenogenesis to sexual reproduction, producing male and sexual female, which mate and form resting eggs [24–26]. Colbourne et al. (2011) reported the detailed genomes information of *D. pulex*, the amount of genomic and transcriptomic database greatly promoted our understanding of sex-biased genes for *Daphnia*. The related study indicated that male-biased expression is enriched for cuticle and protease function. Moreover, male-biased genes seem to evolve faster than females-biased genes [1, 13]. Based on database, some studies have shown that several genes (e.g. *Dsx*, *antp*, *Tra*, DMRT93B) could play important roles in the male-biased genes of *Daphnia* [4, 27–29]*. Doublesex* (*Dsx*) gene is an important sex regulatory gene, and has been widely studied in Cladocera [30]. Kato et al. (2011) found that knock-out *Dsx1* in male embryos of *D. magna* will lead to the production of female characteristics including ovarian maturation, while ectopic expression of *Dsx1* in female embryos will lead to the life-history of male-like phenotype, and thought that *Dsx1* is a key regulator of male phenotype in *D. magna* [4]. In *D. carinata*, *Dsx1* and *Dsx2* may be also involved in the sex differentiation [31]. *Dsx* contains two conserved domains: one is Dsx/Mab-3 (DM) domain at the N-terminal, and the other is oligomeric domain at the C-terminal [32]. DM-domain plays an important role in the sex maintenance of vertebrates [33, 34]. In this study, the expression of *Doublesex2* (Cluster-5789.12340) in male was significantly (*P* < 0.05) higher than those in the three females (Juvenile female, parthenogenetic female and sexual female), suggesting that *Doublesex2* as male-biased candidate genes may play an important role for male sex maintenance in *D. sinensis*. In *D. magna*, *DMRT93B* is contributed to the differentiation or maintenance of the testis [27]. However, *DMRT93B* did not express in the four life-history stages of *D. sinensis* in this study. The reason for this phenomenon may be that the expression of the same gene is different in different species or different developmental stages.

For other arthropods, the formations of differential morphology of legs and antennae were regulated by the *antp* gene [35, 36]. Our results also showed the expression level of *antp* gene in male was significantly (*P* < 0.05) higher than those in females (parthenogenetic female and sexual female). This suggested that *antp* may be responsible for male sex maintenance in *D. sinensis*. Schwarzenberger and Von Elert (2016) observed also that the *antp* expression level in the first antennae of *D. magna* male adults was significantly higher than that in the first antennae of female adults, and thought that *antp* may be involved in the molecular pathway of inducement to male phenotype of *Daphnia* [28]. Moreover, the expression of *Tra* in *Daphnia carinata* male was significantly higher than those in both parthenogenetic female and sexual female [31], which was also thought to be responsible for male sex maintenance of *Daphnia*. In this study, however, the expression level of *Tra* in *D. sinensis* male was significantly lower than that in parthenogenetic female, indicating that *Tra* may not play an important role in male-biased genes of *D. sinensis*. We speculated that the *Tra* gene maybe play different function in *D. sinensis* compared with *D. carinata*, or some analogous genes with *Tra* may coexist in *D. sinensis.*

Laminin (Ln) is a component of the basement membrane of male and female gonads in the frog *Rana rugosa* [37]. The synthesis of basement membrane is essential for sex differentiation of embryonic mammalian gonads [38]. In this study, the relative expression level of *laminin subunit gamma-3* (Cluster-5789.8159) gene in male was significantly higher than those in the three females. The expression of *laminin alpha 1* (*LAMA1*) in male and female bovine embryos showed sexual dimorphism [39]. Those results implied that *laminin subunit gamma-3* gene may affect male sex differentiation through promoting the life-history of male gonads in *D. sinensis*. In addition, laminin alpha 5 chain is an early molecular marker of sexual differentiation in rat, which may be regulated by the sperm -determining factors [40].

Chitin is the second abundant polysaccharide in nature, and it is the main component of fungal cell wall and exoskeleton of arthropod. Chitin is synthesized by chitin synthase and degraded by chitinase (*Cht*) to maintain the sustainable growth and life-history of organisms [41]. The chitin content in some male insects is significantly higher than that in female insects [42]. In this study, the expression levels of chitin synthase (Cluster-5789.11830) and chitinase (Cluster-5789.5191, Cluster-5789.7417) genes in *D. sinensis* male showed all significantly higher than those in the three females. Same with *Phenacoccus solenopsis*, the expression levels of *Cht 4* and Cht 4–1 in males were significantly higher than those in females [43]. Moreover, the *Cht 4* gene in *Nilaparvata lugens* was only highly expressed in reproductive organs of adult male [44]. Those results suggested that the chitin synthase and chitinase genes play important roles for male sex maintenance in *D. sinensis*. In summary, 36 candicate genes were screened to be responsible for male sex maintenance of *D. sinensis*.

## Conclusions

In this study, transcriptome sequences of the four life-history stages (JF-juvenile female, PF-parthenogenetic female, SF-sexual female and M-male) in *D. sinensis* were investigated, and candidate genes related to male-biased genes were screened (M vs JF, M vs PF and M vs SF)*.* The number of specific unigenes in the four life-history stages (JF, PF, SF and M) were respectively 2863, 445, 437 and 586, with a common unigenes of 9708. Based on DEGs, the number of up-regulated genes and down-regulated genes were 2230 and 2340 in M vs JF, 2425 and 1933 in M vs PF, and 1473 and 1382 in M vs SF, respectively.

The 36 candidate genes related to male-biased genes of *D. sinensis* were obtained through screening from the top 30 up-regulated differentially expressed genes in M vs JF, M vs PF and M vs SF (*P* < 0.05). Among these genes, there are 11 known genes, such as *Doublesex* gene which was involved in sex differentiation of other *Daphnia* species, laminin gene which possibly related to the life-history of male gonads, and two chitinase genes which showed sexually dimorphic expression in *D. sinensis*. In addition, *Dsx*, *Tra* and *antp genes* related to male sex maintenance were also found in differentially expressed genes of four life-history stages in *D. sinensis*. The screening of the candidate genes will provide a reference for the identification of functional genes in *Daphnia* species and the molecular regulation mechanism of sex maintenance in Cladocera. Meanwhile, some results (e.g. DMRT93B) in *D. sinensis* were inconsistent with previous investigations, suggesting that the expression level of functional genes may be related to the life-history stage of organisms, and may be also affected by different *Daphnia* species. However, it was very difficult to find the differences of sex-biased genes among different *Daphnia* species because of the differences in methodology, number of biological replicates, aspects of data analysis and etc. On the other hand, studies on the sex-biased genes (especially male-biased genes) in *Daphnia* species are lack. Therefore, our results will provide some necessary fundamental data for further research of male-biased genes of *Daphnia* in future.

## Supplementary Information

**Additional file 1:** **Table S1.** Assembly analysis of transcriptome from four life-history stages of *Daphnia sinensis*. **Table S2.** Summary statistics on functional annotation of unigenes in *Daphnia sinensis* tanscriptome. **Table S3.** Primers for qPCR genes. **Table S4.** The abbreviation in this study.

## Data Availability

The raw RNA-Seq data used in this study have been deposited in the Nation Center for Biotechnology Information (NCBI) Gene Expression Omnibus (GEO) database under the accession number GSE197943. The web link is “https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE197943”.

## References

[1] Ellegren H, Parsch J (2007). The evolution of sex-biased genes and sex-biased gene expression. Nat Rev Genet.

[2] Bergero R, Charlesworth D (2009). The evolution of restricted recombination in sex chromosomes. Trends Ecol Evol.

[3] Grath S, Parsch J (2016). Sex-Biased Gene Expression. Annu Rev Genet.

[4] Kato Y, Kobayashi K, Watanabe H, Iguchi T (2011). Environmental sex determination in the branchiopod crustacean *Daphnia magna*: deep conservation of a *Doublesex* gene in the sex-determining pathway. PLoS Genet.

[5] Deng HW (1996). Environmental and genetic control of sexual reproduction in *Daphnia*. Heredity.

[6] Carvalho GR, Hughes RN (1983). The effect of food availability, female culture-density and photoperiod on ephippia production in *Daphnia magna* Straus (Crustacea: Cladocera). Freshwater Biol.

[7] Hobaek A, Larsson P (1990). Sex determination in *Daphnia magna*. Ecology.

[8] Rojas NET, Marins MA, Rocha O (2001). The effect of abiotic factors on the hatching of *Moina micrura* Kürz, 1874 (Crustacea: Cladocera) ephippial eggs. Braz J Biol.

[9] Deng DG, Zhang S, Li YY, Meng XL, Yang W, Li Y, Li XX (2010). Effects of *Microcystis aeruginosa* on population dynamics and sexual reproduction in two *Daphnia* species. J Plankton Res.

[10] Möst M, Oexle S, Marková S, Aidukaite D, Baumgartner L, Stich HB, Wessels M, Martin-Creuzburg D, Spaak P (2015). Population genetic dynamics of an invasion reconstructed from the sediment egg bank. Mol Ecol.

[11] Lampert W, Kinne O (2011). *Daphnia*: development of a model organism in ecology and evolution.

[12] Miner BE, De Meester L, Pfrender ME, Lampert W, Hairston NG (2012). Linking genes to communities and ecosystems: *Daphnia* as an ecogenomic model. P Roy Soc B-Biol Sci.

[13] Colbourne JK, Pfrender ME, Gilbert D, Thomas WK, Tucker A, Oakley TH, Tokishita S, Aerts A, Arnold GJ, Basu MK, Bauer DJ, Cáceres CE, Carmel L, Casola C, Choi JH, Detter JC, Dong Q, Dusheyko S, Eads BD, Fröhlich T, Geiler-Samerotte KA, Gerlach D, Hatcher P, Jogdeo S, Krijgsveld J, Kriventseva EV, Kültz D, Laforsch C, Lindquist E, Lopez J, Manak JR, Muller J, Pangilinan J, Patwardhan RP, Pitluck S, Pritham EJ, Rechtsteiner A, Rho M, Rogozin IB, Sakarya O, Salamov A, Schaack S, Shapiro H, Shiga Y, Skalitzky C, Smith Z, Souvorov A, Sung W, Tang Z, Tsuchiya D, Tu H, Vos H, Wang M, Wolf YI, Yamagata H, Yamada T, Ye Y, Shaw JR, Andrews J, Crease TJ, Tang H, Lucas SM, Robertson HM, Bork P, Koonin EV, Zdobnov EM, Grigoriev IV, Lynch M, Boore JL (2011). The ecoresponsive genome of *Daphnia pulex*. Science.

[14] Zhang YN, Zhu XY, Wang WP, Wang Y, Wang L, Xu XX, Zhang K, Deng DG (2016). Reproductive switching analysis of *Daphnia similoides* between sexual female and parthenogenetic female by transcriptome comparison. Sci Rep.

[15] Huylmans AK, LópezEzquerra A, Parsch J, Cordellier M. De Novo Transcriptome Assembly and Sex-Biased Gene Expression in the Cyclical Parthenogenetic *Daphnia galeata*. Genome Biol Evol. 2016;8(10):3120–39.10.1093/gbe/evw221PMC517473527604882

[16] Molinier C, Reisser CMO, Fields P, Ségard A, Galimov Y, Haag CR. Identification of General Patterns of Sex-Biased Expression in Daphnia, a Genus with Environmental Sex Determination. G3 (Bethesda). 2018;8(5):1523–33.10.1534/g3.118.200174PMC594014529535148

[17] Jia J, Dong C, Han M, Ma S, Chen W, Dou J, Feng C, Liu X (2022). Multi-omics perspective on studying reproductive biology in *Daphnia sinensis*. Genomics.

[18] Grabherr MG, Haas BJ, Yassour M, Levin JZ, Thompson DA, Amit I, Adiconis X, Fan L, Raychowdhury R, Zeng Q, Chen Z, Mauceli E, Hacohen N, Gnirke A, Rhind N, di Palma F, Birren BW, Nusbaum C, Lindblad-Toh K, Friedman N, Regev A (2011). Full-length transcriptome assembly from RNA-Seq data without a reference genome. Nat Biotechnol.

[19] Conesa A, Götz S, García-Gómez JM, Terol J, Talón M, Robles M (2005). Blast2GO: a universal tool for annotation, visualization and analysis in functional genomics research. Bioinformatics.

[20] Ye J, Fang L, Zheng H, Zhang Y, Chen J, Zhang Z, Wang J, Li S, Li R, Bolund L, Wang J (2006). WEGO: a web tool for plotting GO annotations. Nucleic Acids Res.

[21] Storey JD (2003). The positive false discovery rate: a Bayesian interpretation and the *q*-value. Ann Stat.

[22] Young MD, Wakefield MJ, Smyth GK, Oshlack A (2010). Gene ontology analysis for RNA-seq: accounting for selection bias. Genome Biol.

[23] Livak KJ, Schmittgen TD (2001). Analysis of relative gene expression data using real-time quantitative PCR and the 2^-△△CT^ method. Methods.

[24] Camp AA, Haeba MH, LeBlanc GA (2019). Complementary roles of photoperiod and temperature in environmental sex determination in *Daphnia* spp. J Exp Biol.

[25] Eads BD, Andrews J, Colbourne JK (2008). Ecological genomics in *Daphnia*: stress responses and environmental sex determination. Heredity.

[26] Gust KA, Kennedy AJ, Laird JG, Wilbanks MS, Barker ND, Guan X, Melby NL, Burgoon LD, Kjelland ME, Swannack TM (2019). Different as night and day: behavioural and life history responses to varied photoperiods in *Daphnia magna*. Mol Ecol.

[27] Kato Y, Kobayashi K, Oda S, Colbourn JK, Tatarazako N, Watanabe H, Iguchi T (2008). Molecular cloning and sexually dimoraphic expression of DM-domain genes in *Daphnia magna*. Genomics.

[28] Schwarzenberger A, Von Elert E (2016). What makes a man a man? prenatal antennapedia expression is involved in the formation of the male phenotype in *Daphnia*. Dev Genes Evol.

[29] Chen P, Xu SL, Zhou W, Guo XG, Wang CL, Wang DL, Zhao YL (2014). Cloning and expression analysis of a transformer gene in *Daphnia pulex* during different reproduction stages. Anim Reprod Sci.

[30] Burtis KC, Baker BS (1989). *Drosophila doublesex* gene controls somatic sexual differentiation by producing alternatively spliced mRNAs encoding related sex-specific polypeptides. Cell.

[31] Kong L, Lv WW, Huang YH, Liu ZQ, Yang Y, Zhao YL (2015). Cloning, expression and localization of the *Daphnia carinata transformer* gene *DcarTra* during different reproductive stages. Gene.

[32] Bayrer JR, Zhang W, Weiss MA (2005). Dimerization of *doublesex* is mediated by a cryptic ubiquitin-associated domain fold: implications for sex-specific gene regulation. J Biol Chem.

[33] Raymond CS, Shamu CE, Shen MM, Seifert KJ, Hirsch B, Hodgkin J, Zarkower D (1998). Evidence for evolutionary conservation of sex-determining genes. Nature.

[34] Matsuda M, Nagahama Y, Shinomiya A, Sato T, Matsuda C, Kobayashi T, Morrey CE, Shibata N, Asakawa S, Shimizu N, Hori H, Hamaguchi S, Sakaizumi M (2002). DMY is a Y-specific DM-domain gene required for male development in the medaka fish. Nature.

[35] Struhl G (1981). A homoeotic mutation transforming leg to antenna in *Drosophila*. Nature.

[36] Khadjeh S, Turetzek N, Pechmann M, Schwager EE, Wimmer EA, Damen WG, Prpic NM (2012). Divergent role of the Hox gene *Antennapedia* in spiders is responsible for the convergent evolution of abdominal limb repression. P Natl Acad Sci USA.

[37] Saotome K, Isomura T, Seki T, Nakamura Y, Nakamura M (2010). Structural changes in gonadal basement membranes during sex differentiation in the frog *Rana rugosa*. J Exp Zool Part A.

[38] Pelliniemi LJ, Fröjdman K, Sundström J, Pöllänen P, Kuopio T (1998). Cellular and molecular changes during sex differentiation of embryonic mammalian gonads. J Exp Zool.

[39] Bermejo-Alvarez P, Rizos D, Lonergan P, Gutierrez-Adan A (2011). Transcriptional sexual dimorphism in elongating bovine embryos: implications for XCI and sex determination genes. Reproduction.

[40] Fröjdman K, Miner JH, Sanes JR, Pelliniemi LJ, Virtanen I (1999). Sex-specific localization of *laminin alpha 5 chain* in the differentiating rat testis and ovary. Differentiation.

[41] Khoushab F, Yamabhai M (2010). Chitin research revisited. Mar Drugs.

[42] Kulma M, Kouřimská L, Plachý V, Božik M, Adámková A, Vrabec V. Effect of sex on the nutritional value of house cricket, *Acheta domestica* L. Food Chem. 2019;272:267–72.10.1016/j.foodchem.2018.08.04930309543

[43] Omar MAA, Ao Y, Li M, He K, Xu L, Tong H, Jiang M, Li F. The functional difference of eight chitinase genes between male and female of the cotton mealybug, *Phenacoccus solenopsis*. Insect Mol Biol. 2019;28(4):550–67.10.1111/imb.1257230739379

[44] Xi Y, Pan PL, Ye YX, Yu B, Xu HJ, Zhang CX (2015). Chitinase-like gene family in the brown planthopper, Nilaparvata lugens. Insect Mol Biol.

# Supplementary material for: Transcriptome analysis of different life-history stages and screening of male-biased genes in Daphnia sinensis
**Source:** BMC Genomics. 2022 Aug 13;23:589. doi: 10.1186/s12864-022-08824-x
**Supplement:** Supplementary file 1 — Additional file 1: Table S1. Assembly analysis of transcriptome from four life-history stages of Daphnia sinensis. Table S2. Summary statistics on functional annotation of unigenes in Daphnia sinensis tanscriptome. Table S3. Primers for qPCR genes. Table S4. The abbreviation in this study.

**Supplementary Material (SM)**

**Table S1** Assembly analysis of transcriptome from four life-history stages of *Daphnia sinensis*

|  | Transcripts | Unigenes |
| --- | --- | --- |
| 200-500bp | 18137 | 6898 |
| 500-1000 bp | 17791 | 6040 |
| 1k-2000 bp | 20536 | 3619 |
| >2000 bp | 53973 | 6439 |
| Total number | 110437 | 22996 |
| Total length | 321269424 | 44512763 |
| Mean length | 2909 | 1936 |
| N_50_ length | 5000 | 4265 |

**Table S2** Summary statistics on functional annotation of unigenes in *Daphnia sinensis* tanscriptome

|  | Number of Genes | Percentage (%) |
| --- | --- | --- |
| Nr | 13512 | 58.75 |
| Nt | 3957 | 17.20 |
| KEGG | 6211 | 27.00 |
| Swiss-Prot | 9354 | 40.67 |
| PFAM | 10659 | 46.35 |
| KOG | 6472 | 28.14 |
| GO | 10659 | 46.35 |

**Table S3** Primers for qPCR genes

**Table S4** The abbreviation in this study

| Abbreviation | Definition |
| --- | --- |
| JF | juvenile female |
| PF | parthenogenetic female |
| SF | sexual female |
| M | male |
| DEGs | differentially expressed genes |
| GO | Gene Ontology |
| *Dsx* | *Doublesex* |
| *Tra* | *Transformer* |
| *antp* | *antennapedia* |
| *Ftz-F1* | Fushi tarazu factor-1 |
| JHAMT | juvenile hormone acid O-methyltransferase |
| MF | methyl farnesoate; |
| RT-qPCR | Quantitative real-time polymerase chain reaction |
| *DsimGAPDH* | glyceraldehyde-3-phosphate dehydrogenase; |
| *Ln* | Laminin |
| *LAMA1* | laminin alpha 1 |
| *Cht* | chitinase |

How the deposited data were processed for this re-analysis (not part of the article)

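RNA of *D. sinensis* in 4 life-history stages (juvenile female, parthenogenetic female, sexual female and male) was sequenced in 8 libraries, 2 per stage, each from a pool of individuals. The authors prepared poly-A libraries, sequenced paired ends on an Illumina HiSeq, removed reads with adapters, unknown bases or low quality, and assembled the reads of all libraries with Trinity. The authors deposited an estimated count for each unigene and library, without normalization. The aligner and counter are not given in the sources used here. All libraries listed the same 11114 unigenes. Between 56.8% and 63.8% of the values in a library were whole numbers (to within 0.000001), and no value was 0. How the list was reduced from the assembly is not given in the sources used here. None of the IDs matched the reference gene table (0 IDs), so gene names were taken from Table 1 of the paper only, where they are the best matches in other species.

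The counts were rounded to whole numbers. The main test was edgeR's quasi-likelihood test (edgeR 4.0.16, limma 3.58.1, R 4.3.3) with robust estimation, TMM scaling and edgeR's filter on low counts by stage, which kept 10822 unigenes and removed 292. A single fit of all 8 libraries with stage as the only term left 4 residual degrees of freedom. All 6 comparisons between stages were made. DEGs had a Benjamini-Hochberg adjusted p under 0.05 within a comparison and an absolute log2 fold change over 1, the thresholds in the paper's methods. The standard error of a log2 fold change was its size divided by the square root of the F statistic. The paper names the DEGseq 2 package, which can be read as DESeq2 or as DEGseq, and both readings were run as alternatives (DESeq2 1.42.0, and a test with counting noise only). Expression in a stage was counted at a mean above 0.5 CPM, because RPKM needs unigene lengths that are not used here.

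The tests were checked on 3 simulated sets of counts, in which 200 unigenes changed in males. They had the real library sizes, the mean of each unigene over all 8 libraries and the spread that edgeR estimated for it over all stages. All stages thus had the same spread, unlike the real libraries, and far fewer unigenes changed than were called in the data. The shares of false calls below hold for these sets and do not give the error in the data. edgeR recovered 88.8% of them in M vs JF, 89.7% in M vs PF and 89% in M vs SF. Among its calls, 6.16%, 6.6% and 7.61% were false, somewhat above the 5% aimed at. DESeq2 on all 8 libraries recovered 91.8%, 92.3% and 92%, with 18.7%, 19.8% and 21.9% false calls. The test with counting noise only recovered 98.8%, 98.8% and 98.5%, with 54.6%, 53.2% and 54.4% false calls.

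With 17172891 to 27160267 counts per library, sampling limits only unigenes with few counts. The spread between pools of animals was larger than sampling in all female stages, and with 2 libraries per stage it was estimated across unigenes and stages. The male libraries differed less than those of any female stage, but by more than sampling, and the fit gave them the same spread as the female stages.

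Unigenes were named by a rule set before the data were examined: the 36 unigenes of Table 1, whose q-values and bars in Fig. 5 had been seen, and at most 2 up-regulated and 2 down-regulated further unigenes with the largest smallest change over the 3 comparisons with males. The alternatives covered DESeq2 size factors, library size alone, no filter and a stricter filter on low counts, DESeq2 and edgeR on the 4 libraries of a comparison, other thresholds, Storey's q-value, the replicate number as a block, unigenes of the main assembly cluster only, and each library left out. These, too, were set before the data were examined. An alternative with the male libraries summed was added after their counts had been seen. The qPCR measurements, GO terms and sequence homology were not analysed here, nor were *Dsx1*, *Tra*, *antp* and *DMRT93B*, for which the paper's text names no unigene ID.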

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

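The tests on scaling in this part were chosen after the results were seen. The paper's results report no comparison between female stages, although its methods name JF vs PF and PF vs SF. The same edgeR fit called 4205 DEGs in JF vs PF, 1604 in PF vs SF and 4066 in SF vs JF. JF vs PF and SF vs JF each had more DEGs than any comparison with males. In 10 simulated sets of unchanged stages the highest number called was 4 in JF vs PF, 6 in PF vs SF and 7 in SF vs JF. The simulated female stages all had the same spread, unlike the real ones. A difference in scaling between libraries was tested as a technical explanation. A wrong factor moves all unigenes of a comparison the same way, but each comparison had DEGs in both directions, and the smallest number in a direction was 524 (up-regulated in PF vs SF). This argues against scaling as the whole explanation. With each library left out, the PF vs SF counts stayed between 417 and 512 up-regulated and between 886 and 1203 down-regulated unigenes. They depended on the fit, with 196 and 513 in edgeR on the 4 libraries alone. Differences between the pools of animals that go beyond stage, such as age and food, were not tested. In the comparisons with JF, age is confounded with stage, since juvenile females were taken within 12 h of birth. Culture is confounded there too, since JF came from a separate experiment with singly kept mothers and PF and SF from beakers with several mothers. For PF and SF the labels give the same age of 2 to 3 weeks. A difference by reproductive state stays open in all 3 comparisons, and one by age or culture in those with JF.

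For 319 unigenes the direction of the male difference depended on the female stage: they were up-regulated in males against a female stage and down-regulated against another. The largest groups were 142 unigenes that were up-regulated in M vs PF and down-regulated in M vs JF, and 104 that were up-regulated in M vs SF and down-regulated in M vs JF. The difference between the 2 effects is the comparison of the female stages itself. In the simulated unchanged stages 0 unigenes were of this kind. Their means were those of the male libraries, so the 0 is no rate of false calls. Scaling was tested as a technical explanation. A wrong factor would put these unigenes in a single direction between a pair of female stages. The less frequent direction held 92 unigenes between JF and PF, 25 between JF and SF and 12 between PF and SF, against 142, 104 and 20 in the other, which argues against scaling as the whole explanation. The other scalings gave 309 (DESeq2 size factors) and 323 (library size only) such unigenes, but they shift a comparison too little to decide. A biological difference between female stages stays open as a hypothesis and was not tested on other samples.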

How the results depend on the processing

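All alternatives except the summed male libraries were set before the data were examined. Counts of DEGs, of unigenes called in all 3 male comparisons, of Table 1 genes called in all 3 and of the leading unigenes stayed within 1.5 times the reported count under DESeq2 size factors, library size only, no filter, the stricter filter, DESeq2 on all 8 or on 4 libraries, counting noise only, Storey's q-value, the replicate block and the main assembly cluster only. The number of Table 1 genes among the leading unigenes did not: it was 6 as reported, 26 with DESeq2 on the 4 libraries compared, 17 with edgeR on these 4 and 16 with counting noise only. DESeq2 on all 8 libraries gave 9, so with both programs the number was higher when only the compared libraries were fitted. Other causes were not tested. Expressed unigenes were recomputed only under other thresholds, TMM library sizes and with each library left out. Counts that moved by more are given here.

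With glmTreat, which tests against the fold change threshold and is stricter by construction, 815 unigenes were up-regulated and 725 down-regulated in M vs JF, 1232 and 832 in M vs PF, 402 and 550 in M vs SF, 1434 and 1129 in JF vs PF, 126 and 493 in PF vs SF, and 1145 and 1125 in SF vs JF. It left 111 unigenes up-regulated and 133 down-regulated in males in all 3 comparisons. With the adjusted p alone, which drops the fold change threshold, 2338 were up-regulated and 3234 down-regulated in M vs JF, 3337 were down-regulated in M vs PF, 1968 and 2618 were called in M vs SF, 3108 were down-regulated in JF vs PF, 1449 were up-regulated in PF vs SF, and 3351 and 3177 were called in SF vs JF. In all 3 male comparisons 607 were then up-regulated and 963 down-regulated. An adjusted p under 0.01 left 297 up-regulated and 662 down-regulated unigenes in PF vs SF and 197 up-regulated in males in all 3 comparisons. edgeR on the 4 libraries compared gave 196 up-regulated and 513 down-regulated unigenes in PF vs SF, where 2 residual degrees of freedom remain.

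With each library left out, the number of unigenes up-regulated in males in all 3 comparisons ran from 200 (without male replicate 1) to 553 (without SF replicate 1), and was 201 without male replicate 2. Stages with a lone library were assumed to vary like the others. Summing the male libraries, chosen after seeing the data, gave 205. The Table 1 genes called in all 3 comparisons ran from 13 to 24, the latter without SF replicate 1, and DESeq2 on all 8 libraries called 20. The unigenes expressed only in males ran from 18 to 34, the latter without male replicate 2. The other counts stayed within 1.5 times.

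The unigenes expressed in a single stage moved with the threshold by construction. At 0.2 CPM they were 14 in JF, 18 in PF, 18 in SF and 11 in M. At 1 CPM they were 124 in JF, 96 in SF and 35 in M. With both libraries above the threshold they were 41 in M, and counting any read gave 0 in each stage, since no listed count is 0. The number shared by all 4 stages was between 9055 and 11114.

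Of the named unigenes, 3 changed direction when a library was left out. The log2 fold change of Cluster-5789.11844 in M vs PF ran from -2.45 to 0.22, the latter without PF replicate 2, that of Cluster-5789.11654 in M vs SF from -1.05 to 0.12, the latter without SF replicate 1, and that of Cluster-5789.6490 in M vs SF from -0.01 to 1.58, the former without SF replicate 2. The cause was not tested. None of these 3 was called in that comparison in the edgeR fit as reported, but alternatives called Cluster-5789.11844 (3 settings) and Cluster-5789.6490 (1 setting). Over all named unigenes, comparisons and alternatives, 2141 values kept their direction and side of the threshold, 36 lost the call and 28 gained it. Of the gains, 8 came without SF replicate 1.

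The replicate numbers do not pair the libraries. The correlation across 6086 unigenes (which are not independent replicates) of the difference between replicate 1 and 2 was between -0.07 and 0.17 for the 6 pairs of stages. A replicate block gave 1455 and 1649 DEGs in M vs JF, 1947 and 1695 in M vs PF and 1091 and 1257 in M vs SF, and 16 Table 1 genes in all 3 comparisons.

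Depth limits mainly unigenes with few counts, and 156 listed unigenes had a value of 1 or less in some library.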

Differences from the paper's values

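The paper reports 2230 up-regulated genes in M vs JF, against 1467 here. The paper's assembly holds 22996 unigenes, while the counts here cover the 11114 listed ones, which have reads in every library. Some unigenes of Table 1 are not listed, so DEGs of the paper can be missing here under any processing. A count near the paper's therefore does not show that the methods agree. The paper's up-regulated and down-regulated genes in this comparison sum to 4570, while its GO analysis starts from 4670. Of the 22 alternatives set before the data were examined, 11 came within 1.5 times the paper's value: DESeq2 size factors, DESeq2 on all 8 libraries, DESeq2 on the 4 libraries, counting noise only, edgeR on the 4 libraries, the adjusted p alone, Storey's q-value, and leaving out either PF or either SF library. The nearest count was 2338, with the adjusted p alone. Library size only, no filter, the stricter filter, glmTreat, an adjusted p under 0.01, the replicate block, the main assembly cluster only, and leaving out either JF or either male library did not. As reported here, the other counts of DEGs with males were within 1.5 times the paper's. Several alternatives that came nearer in up-regulated unigenes left this range in down-regulated ones, against the paper's 2340 in M vs JF. These were DESeq2 size factors (1419), DESeq2 on all 8 libraries (1432), DESeq2 on the 4 libraries (1375) and edgeR on the 4 libraries (1384). Leaving out PF replicate 1 or either SF library did so too. Counting noise only (2086), the adjusted p alone (3234), Storey's q-value (1829) and leaving out PF replicate 2 stayed within it. DESeq2 on all 8 libraries gave 1473 up-regulated unigenes in M vs SF, which equals the paper's count, with 1058 down-regulated unigenes against the paper's 1382. As the sets of unigenes differ, the equal count does not show that the paper used this fit.

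The paper counts 2863 specific unigenes in JF, 445 in PF, 437 in SF and 586 in M, against 61, 57, 56 and 21 here. None of the 13 alternatives set before the data were examined came within 1.5 times these values. Their highest counts were 124 in JF, 83 in PF, 96 in SF and 41 in M. The paper used RPKM on its whole assembly, while the counts here cover unigenes with reads in every library. The unigenes shared by all stages, 9915 here against the paper's 9708, do not differ by that much. The paper's assembly holds 22996 unigenes and the deposited counts list 11114, which no alternative changes.

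The paper states, from qPCR, that all Table 1 genes were higher in males than in each female stage. The RNA-seq counts are another measure of these stages. Of the 28 listed Table 1 genes, 26 had their highest mean in males, and 16 were called in all 3 comparisons, among them *Doublesex2* and the laminin gene. The exceptions in direction were Cluster-5789.11844 and Cluster-5789.11654, both higher in SF, with log2 fold changes of -6.39 and -0.61 in M vs SF. Cluster-5789.11844 was also lower in males than in PF, without a call (log2 fold change -1.72, edgeR adjusted p = 0.138). In M vs SF, 10 further genes were higher in males without a call, chitin synthase 2 and both chitinases among them. More Table 1 genes were called in all 3 comparisons by DESeq2 on all 8 libraries (20), counting noise only (18), Storey's q-value (18), DESeq2 on the 4 libraries (17) and without SF replicate 1 (24). Fewer were called by edgeR on the 4 libraries (15), glmTreat (13), an adjusted p under 0.01 (13), without SF replicate 2 (15), without either JF library (14), without either male library (13) and with the male libraries summed (13), which was chosen after seeing the values.

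The paper drew Table 1 from the leading up-regulated DEGs. Of its 28 listed genes, 6 were among the 58 leading unigenes here, against 26 of 80 with DESeq2 on the 4 libraries of each comparison, where the paper's list held 76. The q-values of Table 1 were set beside DESeq2's adjusted p in each comparison. On the -log10 scale, values were capped at 300, and the 4 genes with a value at the cap in the paper or in DESeq2 were left out. Of the other 24 genes, the nearest of the 3 comparisons lay within 10% of the paper's value for 16 with DESeq2 on the 4 libraries (median gap 10.8) and for 1 with DESeq2 on all 8 (median gap 125).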

Other observations

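The tests on juvenile female unigenes and on the spread of the sexual female libraries were set before the data were examined. Those on the resemblance of SF replicate 1 to males and on the male libraries were chosen after the results were seen.

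SF replicate 1 resembled males more than SF replicate 2 did. Over 6086 unigenes above 20 CPM on average, the median absolute log2 difference from the male mean was 0.44 in SF replicate 1 and 0.58 in SF replicate 2. The log2 ratio between the SF libraries correlated with the log2 fold change in M vs PF, which shares no library with it (Pearson's r = 0.28, Spearman's rho = 0.36, across unigenes, which are not independent replicates). Of 6 such correlations computed, r ranged from 0.02 to 0.19 for the JF and PF libraries and was 0.22 for the SF libraries with M vs JF. The 507 unigenes above 20 CPM that were up-regulated in M vs JF and in M vs PF had a median log2 ratio of 0.66 between SF replicate 1 and 2, and 82.2% of them were higher in SF replicate 1, against 51% of all. Males among the animals of SF replicate 1 could give this pattern. Of 77 unigenes with a log2 fold change over 4 in M vs JF and M vs PF, 63 were higher in SF replicate 1, which goes with that explanation, and 18.2% were not. Males would bring all their abundant transcripts in the same proportion. The share of males that the difference between the SF libraries implies had quartiles of 2% and 52.4% over these unigenes, and was between 42.2% and 65.3% for the chitin synthase and chitinase genes and 0.0571% for *Doublesex2*. Among the 20 most abundant of the 77, 5 implied a share under 5%, with a counting error of at most 2.1 percentage points, while the median was 34.2%. This measure was added after the share of 18.2% had been seen. It argues against males as the whole explanation and leaves a small admixture open. A difference between the pools in molt or feeding state is a hypothesis that was not tested, as no list of marker genes was set for it.

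M vs SF had fewer DEGs than M vs PF. A larger spread between the SF libraries was tested as a technical explanation, which needs fold changes of similar size. The spread was larger in SF (0.30) than in PF (0.26), but the fold changes were smaller: the SF library farther from the male mean had a median absolute log2 difference of 0.58, below both PF libraries (0.67 and 0.77). This argues against spread as the whole explanation. A smaller difference between males and sexual females stays open as a hypothesis.

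The male libraries differed less than those of any female stage. For unigenes with at least 2000 and under 20000 counts in both libraries together, the chi-square per degree of freedom was 1.88 in M, 85.3 in JF, 142 in PF and 217 in SF. With at least 20000 counts it was 8.42 in M (390 unigenes), 696 in JF, 1208 in PF and 2513 in SF. Whether the male libraries came from 1 pool of animals cannot be told apart from separate pools that were alike: the spread between a pair of libraries does not separate these, and in M, too, it exceeded sampling at high counts. The paper's methods describe 2 replicates of each stage and about 60 males in each male sample. With the male libraries summed, 205 unigenes were up-regulated in all 3 comparisons.

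By the CPM rule 61 unigenes were expressed only in JF. Reads from another organism in the juvenile cultures would shift them together between the JF libraries. Their median log2 ratio between JF replicate 1 and 2 was -0.03 (-0.0265), at percentile 4.41 of 10000 random lists matched on expression, with 29 of the 61 higher in JF replicate 1. These members go both ways near the threshold, so this explanation cannot be told apart from the alternative. They did not come from separate assembly clusters as a set: 55 of the 61 had an ID in the main cluster, and 9.84% lay outside it, against 5.47% of the unigenes expressed in all stages (Fisher's exact test, two-sided, p = 0.148). No biological explanation was tested.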
